A study of Mus musculus with 6 samples. Its data were reported in "HuD Binds to and Regulates Circular RNAs Derived From Neuronal Development- and Synaptic Plasticity-Associated Genes" (2020).

How the data were processed

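Nucleus accumbens RNA from 6 mouse samples was hybridised to 1-colour Agilent-format circRNA arrays, 3 for cocaine CPP and 3 for control. Per the study's methods the RNA had been digested with RNase R, an enzyme that degrades linear RNA, and labelled by random priming. Groups and replicate numbers came from the sample labels. For each array the authors deposited the scanner output, in which every spot has an intensity: a median signal, a local background and a processed signal from which Feature Extraction had subtracted background. The authors also deposited tables of circRNAs higher and lower in cocaine CPP, with a fold change (a linear ratio of normalized intensities, always above 1), the p and FDR of an unpaired test, raw group means and group means of log2 normalized intensity. Per the file headers these lists were kept at a fold change of 1.3 and a p of 0.05; the normalization is not stated there. All 58 raw group means in the deposited tables equalled, within 1e-05, the mean of the median signal of the same arrays, so these intensities carry no background subtraction. The 24 per-sample columns of the deposited tables were not used.

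Each array had 15712 spots, of which 14236 were circRNA probes on 1 spot each. The analysis used log2 of the processed signal minus each array's 75th percentile over circRNA probes. The 19 spot values that the scanner software had marked as outliers were left out. Probes well above background on at least 3 of the 6 arrays were tested, 12956 in all; for arrays, signal over background and the number of arrays set the precision. Subtracting background widens fold changes of dim probes, and dividing by the 75th percentile removes any change common to all probes.

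Differences were tested with lmFit and eBayes in limma 3.58.1 (R 4.3.3), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Counts at an unadjusted p under 0.05 with a fold change above 1.2 or below 0.8 followed the study's bounds. Sets were tested with camera (preset correlation 0.01), with fry and an estimated correlation as alternatives, and overlaps with Fisher's exact test. Distances between arrays were tested by exact permutation over the 10 splits of the 6 arrays into 3 and 3, for which the smallest p is 0.1. The HuD-bound list of the study was used for membership and host genes, with none of its values (658 probes, fewer than the study's text counts; the others were not analysed here), and a second list of the study, of HuD-regulated host genes, was used in the same way. Host genes were known for the 684 probes that the deposited tables or the HuD-bound list annotate; the remaining probes are given by their ID. The values of 1 listed circRNA are not reported here. Of these 684 probes 654 had a host gene in the GRCm38.p6 gene table, and 651 lay within it. Coordinates are those of the deposited tables, whose build is not named there. Their starts were raised by 1 to count from 1, since the spans in the circRNA aliases of the deposited tables, where an alias gives one, fit a start counted from 0.

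Named circRNAs were chosen by a rule fixed before the data were examined: the host genes named in the study's text; up to 10 probes past adjustment; and, with fewer than 10, the 5 highest and 5 lowest log2 fold changes among probes under 0.05 unadjusted, well above background on all 6 arrays and with no overlap between groups. The alternatives fixed before the data were examined were quantile normalization, scaling by the array median or by the 75th percentile over probes detected on all arrays, no filter and a filter on all 6 arrays, eBayes with trend, array weights, the methods' t-test, fold changes of 1.3 and 1.5, other set definitions, and leaving out each array in turn. Added after seeing the data were normexp with an offset of 50 on the median signal, the median signal with no background subtraction and quantile normalization, the slide row as a covariate, and the 75th percentile over all non-control spots.

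The fit was tested on simulated data with the real probes' means and spreads for the comparison of cocaine CPP with control (12937 probes without missing values, 200 of them changed). With a log2 change of 2 it recovered 142 of the 200 (71%) with 8 false calls; with a log2 change of 1 it recovered 0. With no change it called 0 probes, and 5.36% of unchanged probes had an unadjusted p under 0.05. The simulated noise was independent between probes and arrays and had the same spread in both groups. Differences that probes of a real array share were thus left out, and these rates need not hold for the real arrays. Linear mRNA probes were named through the gene table, which held 44 of their 50 accessions. Marker lists of striatal host genes (14), cortical host genes (8 probes reported), brain mRNAs (10) and tissue-restricted mRNAs (8) were written before their tests. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.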

Results

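Circular RNAs (circRNAs), covalently closed transcripts made when a downstream splice donor is joined to an upstream acceptor, were measured in the nucleus accumbens (NAc) of mice that had undergone cocaine conditioned place preference (CPP), a test in which mice learn to prefer a chamber paired with the drug, and in control mice. Each of the 6 arrays held the RNA of 1 sample, with 3 arrays in the cocaine CPP group (replicates 2, 3 and 4) and 3 in the control group (replicates 1, 5 and 6). Every array carried 14236 circRNA probes, each on a single spot. The upper quartile of log2 signal was 8.21, 6.77 and 7.96 on the cocaine CPP arrays and 8.004, 8.31 and 7.43 on the control arrays, in the order of their replicate numbers. The array of cocaine CPP replicate 3 was the dimmest, with 77.8% of its circRNA probes well above background, against 87.8% to 93.2% on the other arrays. No circRNA spot was saturated. In total 12956 probes were well above background on at least 3 arrays and were tested, and 10998 of them were on all 6. All arrays came from 1 slide and 1 scan, so slide and scan could not separate the groups. The control arrays all lay in slide row 1, together with cocaine CPP replicate 2, and cocaine CPP replicates 3 and 4 lay in row 2. Groups and rows therefore coincide in any fit that leaves out cocaine CPP replicate 2, and such a fit cannot tell them apart. The number of arrays limits the precision of every value below.

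The first comparison asked whether the arrays separated by group. The mean distance between arrays (1 minus Pearson's r across the probes tested) was 0.0281 between groups and 0.0328 within groups. Arrays of different groups were thus no farther apart than arrays of one group, with a difference of -0.00469 (exact permutation over 10 splits, one-sided p = 1; the smallest p this design allows is 0.1). The 3 distances among cocaine CPP arrays, 0.0401 to 0.0474, all exceeded the 3 distances among control arrays, 0.0173 to 0.0244. Under Euclidean distance the difference was also negative, at -5.07.

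**Figure D1:**
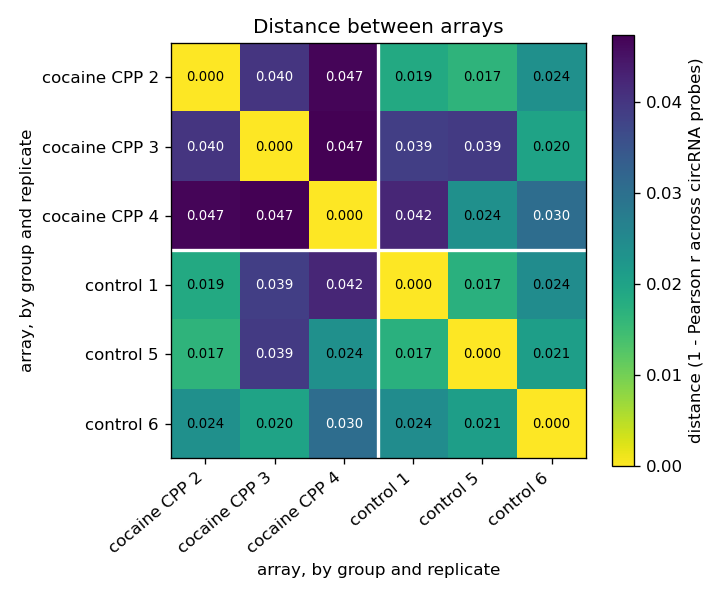
Distance between each pair of arrays (1 minus Pearson's r across the circRNA probes tested, no unit), with both axes listing the 3 cocaine CPP and 3 control arrays and white lines dividing the groups. Distances within the control group reach at most 0.0244, while those within the cocaine CPP group start at 0.0401.

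The question of the CPP experiment was which circRNAs change in the NAc after cocaine CPP. No probe differed between cocaine CPP and control in limma's moderated test after Benjamini-Hochberg adjustment over the 12956 probes (lowest adjusted p = 0.99964). The unadjusted p was under 0.05 for 101 probes, 39 higher and 62 lower in cocaine CPP, which is 0.780% of the probes. Chance alone would give 647.8 probes. All 101 also passed the fold change (FC) bounds the study set, above 1.2 or below 0.8. The methods' t-test on the same values placed 188 probes under 0.05 unadjusted and 0 after adjustment, and with the FC bounds 117 probes. The alternative that moved this count most in number was leaving out cocaine CPP replicate 2, which gave 525 probes. In that fit the groups coincide with the slide rows, so a row difference may add to the count. In proportion the largest move came from normexp background correction, which gave 14. The count was 166 and 442 without cocaine CPP replicates 3 and 4, and 46 without control replicate 1. The 3 arrays of each group did not overlap for 469 probes, or 3.62% of those tested, where chance gives 10%. The median size of the log2 FC was 0.15, smaller than the median standard deviation within groups of 0.32.

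Among probes under 0.05 unadjusted, 36 were well above background on all 6 arrays with no overlap between the groups, 13 of them higher and 23 lower in cocaine CPP. The largest increases among these included *circIqck* (probe ASCRP4004218; chromosome 7, 118872821 to 118899886, plus strand, exonic), with a log2 FC of 0.74 ± 0.26 (SE), and *circUsp53* (ASCRP4000567; chromosome 3, 122947361 to 122969249, minus strand, exonic), with 0.73 ± 0.24. The largest decreases included *circNtrk3*, given in full below, *circKitl* (ASCRP4006011; chromosome 10, 100076735 to 100089271, plus strand, exonic), with a log2 FC of -0.85 ± 0.23, and *circXkr6* with -0.72 ± 0.26. The other probes picked by the same rule have no host gene in the tables used here; among them ASCRP4006475 and ASCRP4002075 rose by 0.73 each and ASCRP4005492 and ASCRP4000787 changed by -0.85 and -0.75. None passed adjustment, the limma adjusted p being 0.99964 for each.

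The study's text names circRNAs of 14 host genes as altered by cocaine CPP, some as targets of the neuronal RNA-binding protein HuD and the others as carrying HuD motifs. They were chosen on these samples, so the values that follow are not independent evidence. The arrays held 21 annotated probes of these host genes, of which 16 were lower and 5 higher in cocaine CPP. By limma none passed 0.05, either over all probes tested (lowest adjusted p 0.99964) or adjusted over the list alone (lowest adjusted p 0.154), and 5 were under 0.05 unadjusted. For 11 host genes the authors' deposited tables list the probe. Of these 11 probes, 10 were lower in cocaine CPP, and in 8 the 3 arrays of each group did not overlap, where chance gives 10% for probes not chosen on these samples.

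The largest decrease among those 11 was that of *circNtrk3* (ASCRP4006829, mmu_circRNA_41735; chromosome 7, 78374229 to 78462942, minus strand, intronic; listed sequence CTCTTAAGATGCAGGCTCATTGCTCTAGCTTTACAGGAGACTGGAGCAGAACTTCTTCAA). Its log2 signal relative to the upper quartile of the array was -3.66 ± 0.67 (SD, n = 3) in cocaine CPP and -2.65 ± 0.15 (SD, n = 3) in control, a log2 FC of -1.004 ± 0.34 (SE), and its spot was well above background on all 6 arrays. The log2 FC was -0.41 on unsubtracted signal, -0.23 with normexp and -0.62 without cocaine CPP replicate 2. The change did not pass adjustment (limma adjusted p 0.154 over the list alone).

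The other probes that were lower had log2 FCs from -0.72 (*circXkr6*; chromosome 14, 63660820 to 63663030, plus strand, intronic) to -0.39 (*circLmo7*; chromosome 14, 101885291 to 101912160, plus strand, exonic). In *circRps6ka3* (chromosome X, 159332151 to 159349413, plus strand, exonic) the log2 FC was -0.60 ± 0.23 (SE). In *circDlgap2* (chromosome 8, 14839699 to 14846923, plus strand, sense overlapping) it was -0.67 ± 0.27. The spots of *circAhcyl2* (chromosome 6, 29799439 to 29824743, plus strand, intronic) were well above background on 2 arrays of each group, and its log2 FC was -0.71 ± 0.41. *circTomm70a* (chromosome 16, 57133077 to 57144798, plus strand, exonic), *circRab30* (chromosome 7, 92819983 to 92829709, plus strand, exonic), *circCdk17* (chromosome 10, 93208172 to 93218089, plus strand, exonic) and *circTrmt2b* (chromosome X, 134261576 to 134267564, minus strand, sense overlapping) had log2 FCs of -0.49, -0.45, -0.41 and -0.45. All 10 probes that were lower kept their direction under every alternative that was run on them, but not their size. With normexp *circAhcyl2* was at -0.0166 and *circTrmt2b* at -0.0988, and *circAhcyl2* was at -0.36 without cocaine CPP replicate 3.

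**Figure D2:**
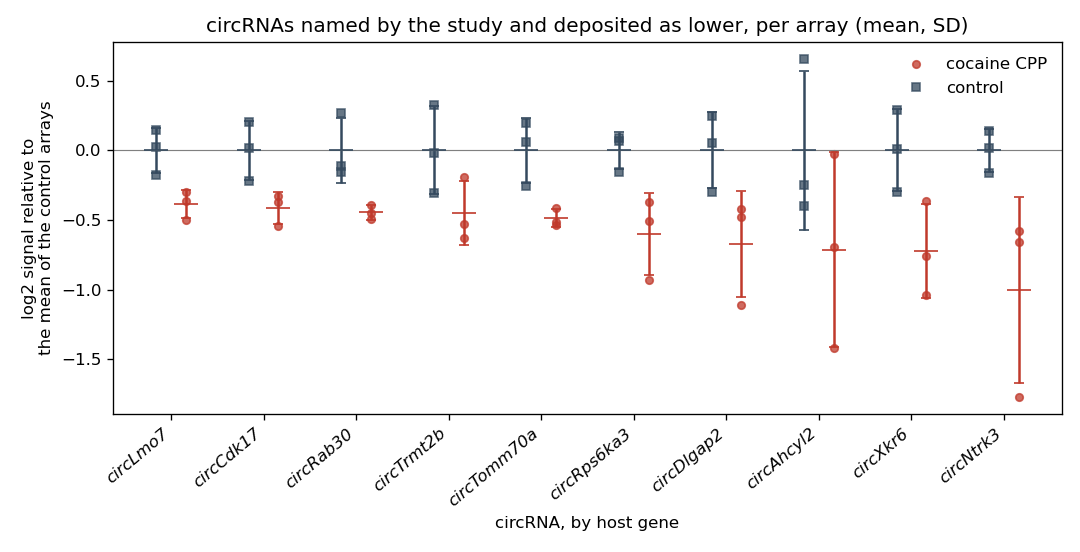
Log2 signal of the 10 circRNAs that the study names and the deposited tables list as lower in cocaine CPP, relative to the mean of the control arrays (vertical axis, log2 units); each point is 1 array, with the group mean and SD as bars. The group means differ by -0.39 in *circLmo7* to -1.004 in *circNtrk3*.

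The other annotated probes of the named host genes went both ways. For *Ntrk3* the probe in the HuD-bound list (ASCRP4004357, another circRNA of the gene) had a log2 FC of 0.19 ± 0.28 (SE), opposite in sign to ASCRP4006829. The 4 *Homer1* probes had log2 FCs of -0.18, 0.15, -0.47 and 0.14. The lowest, ASCRP4008138, was -0.47 ± 0.21 with no overlap between groups, and ASCRP4005043 was 0.15 ± 0.52. The tables used here do not say which of them stands for *circHomer1a*. *circNpas3* had a log2 FC of 0.28 ± 0.35, both *Dnm1* probes were within 1 SE of 0, at -0.15 ± 0.24 and -0.04 ± 0.26, and the *Cdk17* probes of the HuD-bound list were -0.34 and -0.38, in the direction of the deposited one. By probe, 3 of the 29 circRNAs in the deposited tables were in the HuD-bound list, among them those of *Tomm70a* and *Rab30*; the *Cdk17* and *Ntrk3* probes of the deposited tables are different circRNAs from the HuD-bound ones.

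A further comparison asked whether circRNAs bound by HuD shift as a set after cocaine CPP. The list came from HuD immunoprecipitation of striatum, other samples than these, and the list as used here gave 658 probes from 497 host genes, of which 656 were tested. The median log2 FC was -0.08 for HuD-bound probes and -0.02 for the other probes, with means of -0.07 and -0.01, and 68.6% of HuD-bound probes were lower in cocaine CPP against 53.3% of the others. The limma camera test with a preset correlation of 0.01 gave p = 0.00863, downward. This call did not hold under fry (p = 0.278) or under camera with the correlation estimated from the arrays (0.0668, p = 0.340), and the difference was smaller than the spread between control arrays. On each array the mean of HuD-bound probes exceeded that of the other probes, by 1.18 ± 0.02 (SD, n = 3) in cocaine CPP and 1.23 ± 0.09 (SD, n = 3) in control (exact permutation, two-sided p = 0.3; smallest possible 0.1). Control replicate 1 was the highest, at 1.33, and without it the camera p was 0.601. Without cocaine CPP replicate 3 it was 0.0837.

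HuD-bound circRNAs were not over-represented among probes under 0.05 unadjusted on background-subtracted signal. There 2 of the 656 HuD-bound probes (0.305%) were among them, against 99 others (0.805%), an odds ratio of 0.377 (Fisher's exact test, two-sided p = 0.248). One of them, chosen after its values were seen, was the *Arpp21* probe ASCRP4008264 with a log2 FC of -0.58 ± 0.23 (SE). Without cocaine CPP replicate 2 the odds ratio was 0.174 and passed the threshold (Fisher's exact p = 3.764e-07), but in that fit the groups coincide with the slide rows. The direction was the opposite on unsubtracted signal, where 8 HuD-bound probes were under 0.05 (odds ratio 2.40, Fisher's exact p = 0.0265), and with normexp background correction (odds ratio 10.5, Fisher's exact p = 0.000448). Probes of one host gene are not independent, and this overlap was not matched for brightness, although HuD-bound probes were the brighter ones on average.

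The study's text also names 7 host genes from HuD binding, overexpression or knockout samples, which makes them independent of the CPP arrays. Their annotated probes numbered 9, and 8 were tested. By limma none passed 0.05 over all probes or adjusted over the list alone (lowest adjusted p 0.736), and none was under 0.05 unadjusted. *circUpf2* (ASCRP4000905) was not well above background on any cocaine CPP array and was on 2 control arrays, so it was not tested and no fold is given. *circCreb1* had a log2 FC of 0.36 ± 0.40 (SE), *circBrwd1* 0.31 ± 0.50, *circMagi1* 0.16 ± 0.21 and *circLppr4* -0.12 ± 0.33. The 3 *Foxp1* probes went both ways, at -0.21, 0.53 and -0.44. *circMap1a* (ASCRP4011284) read 4.63 ± 2.12 (SD, n = 3) in cocaine CPP and 4.28 ± 1.12 (SD, n = 3) in control, and the most variable *Foxp1* probe (ASCRP4009892) 2.44 ± 2.43 and 1.91 ± 1.37, so spreads within groups were several times the differences between them.

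The last comparison set the recomputed fold changes beside the authors' own. The authors' deposited tables list 10 circRNAs as higher and 19 as lower in cocaine CPP, with fold changes of 1.301 to 1.63 and an FDR of 0.9995 for every one. All 29 had the same direction when recomputed from background-subtracted signal. The authors chose them on these same arrays, so their direction and low unadjusted p here are not independent evidence. Across these circRNAs the deposited and recomputed log2 FCs had a Pearson r of 0.924 and a Spearman rho of 0.871; circRNAs are not independent replicates, and part of the value comes from the sign. Within the 19 lower r was 0.456. Within the 10 higher it was -0.0893, and 0.569 over the 8 of them that were tested, so the negative value comes from the 2 probes near background. The median size of the log2 FC was 0.43 in the authors' deposited tables and 0.63 recomputed. Of the 29 probes 27 were tested, 16 were under 0.05 unadjusted, and none passed limma's adjustment. The 2 probes not tested, of *Kif11* and *Lmnb1*, were well above background on fewer than 3 arrays.

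**Figure D3:**
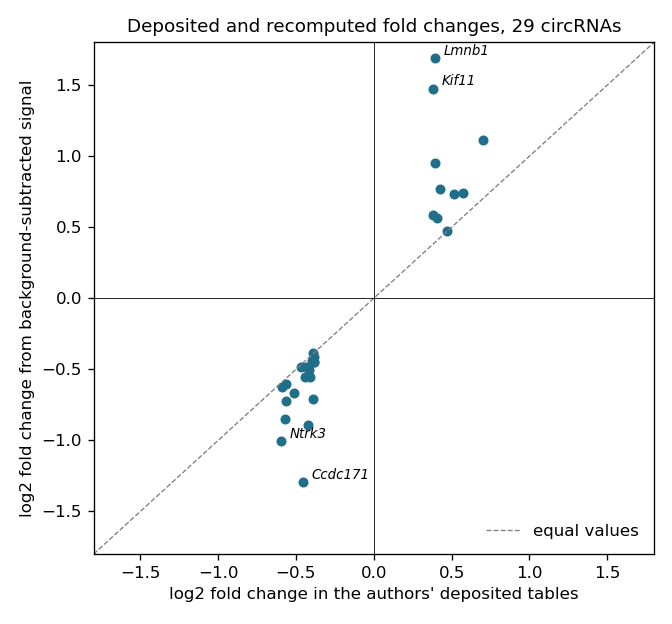
Log2 fold change of the 29 circRNAs in the authors' deposited tables (horizontal axis) against the value recomputed from background-subtracted signal (vertical axis), 1 point per circRNA; the dashed line marks equal values. All 29 points lie in the quadrants of equal sign, and the median size is 0.43 deposited and 0.63 recomputed.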

Values the study reported

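The study reported 670 circRNAs bound by HuD, at a fold change above 1.5 and p below 0.05, from 500 host genes. For cocaine CPP it named 8 altered circRNAs as HuD targets and 6 more with HuD motifs. Its lists of altered circRNAs used a fold change above 1.2 or below 0.80 with p below 0.05, and it assigned 46 molecules to nervous system development and 26 to behavior.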

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

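The slide row, normexp on the median signal, unsubtracted signal and the percentile over all non-control spots were tests chosen after the data were seen. No paired analysis was possible because the groups share no replicate numbers. Normexp on the mean signal and a slide or scan block were planned and not run: the files used hold the median signal, and all arrays share 1 slide and 1 scan. The host gene version of the overlap was counted and not tested, since 85 of the 101 probes have no host gene in the tables used; of 16 host genes, 3 are in the HuD-bound list.

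No probe passed limma's adjustment in any alternative but one: with the slide row as a covariate, 1 probe did (ASCRP4005999, log2 FC 7.01 ± 0.39 SE, limma adjusted p = 0.00527, where the lowest adjusted p over all alternatives ranged from 0.00527 to 1). That fit rests on cocaine CPP replicate 2 against the controls of its row, and this probe was bright on that array alone. At 0.05 unadjusted with the FC bounds, the 101 probes became 188 with no filter on dim probes (123 higher, 65 lower), 50 with detection required on all 6 arrays, 56 with trend, 14 with normexp, 67 on unsubtracted signal and 277 with the slide row, and ranged from 46 to 525 when 1 array was left out (525 without cocaine CPP replicate 2, 46 without control replicate 1). The higher share was 39 of 101 in the reported fit and 123 of 188 with no filter, so which direction prevailed depended on the filter. Higher probes also prevailed with the slide row (151 higher, 126 lower) and without cocaine CPP replicate 2 (289, 236), cocaine CPP replicate 3 (114, 52) or control replicate 6 (89, 59); the cause was not tested. Fold changes of 1.3 and 1.5 left 101 and 81.

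The downward shift of the HuD-bound set had the same direction throughout. Its camera p was lower with normexp (1.001e-08), on unsubtracted signal (0.000957) and with detection on all 6 arrays (0.00134). It lost the threshold under fry (0.278), an estimated correlation (0.340) and the slide row (0.324), and its p ranged from 0.00202 to 0.601 when 1 array was left out; control replicate 1 and cocaine CPP replicate 3 were the arrays whose removal took it past 0.05. The odds ratio of HuD-bound probes at 0.05 unadjusted was below 1 in the reported fit and above 1 with detection on all 6 arrays (1.04), trend (1.84), normexp (10.5), unsubtracted signal (2.40) and the slide row (1.31). It passed the threshold upward with normexp (Fisher's exact p = 0.000448) and on unsubtracted signal (Fisher's exact p = 0.0265), and downward with no filter, at 0.220 (Fisher's exact p = 0.0131), and without cocaine CPP replicate 2, at 0.174 (Fisher's exact p = 3.764e-07). When 1 array was left out the odds ratio ranged from 0 to 1.21, the highest without cocaine CPP replicate 3. Without cocaine CPP replicate 2 the groups coincide with the slide rows, so that value cannot be told from a row difference. The direction of this overlap changed with these settings, and it rests on few HuD-bound probes, 2 in the reported fit. HuD-bound probes were brighter than the others on average on every array, and subtracting background widens fold changes of dim probes. Neither the overlap nor the camera test was matched for brightness, so they cannot separate brightness from HuD binding. The cause of the change in direction was not tested.

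Among the circRNAs named as changed by cocaine CPP, the number past 0.05 adjusted over the list alone ranged from 0 to 1 when 1 array was left out, and was 1 without cocaine CPP replicate 3. It was 1 with the slide row, there *circNtrk3* (log2 FC -1.77 ± 0.28 SE, against -0.23 with normexp and -0.41 on unsubtracted signal), and 0 in every other alternative. The 14 named probes of the deposited tables kept their sign in all alternatives run on them; of all 37 named probes 26 did. The others were 3 of the *Homer1* probes, both *Dnm1* probes, the *Ntrk3* probe of the HuD-bound list, 1 *Foxp1* probe, and those of *Creb1*, *Brwd1*, *Map1a* and *Lppr4*; the cause was not tested. The arrays of different groups were no farther apart than those of one group under each distance, filter and normalization tried, and all 29 deposited circRNAs kept their direction under each of the signals tried. Signal over background limits the dim probes: *circAhcyl2*, for one, drops out when detection on all 6 arrays is required.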

Other observations

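The tests chosen only after the result was seen are those of the probes that swing together, of the HuD-regulated host genes, of the split with the most probes by array brightness, of the larger spread between cocaine CPP arrays and of the deposited fold sizes. The slide row, normexp and unsubtracted signal were also settings chosen after the data were seen.

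The number of HuD-bound probes among those past the bounds for cocaine CPP was 2 on background-subtracted signal. That is lower than the count of HuD targets quoted from the study above, but these counts are not alike. The one here is by probe and rests on limma. Among the study's HuD targets are *circCdk17* and *circNtrk3*, whose deposited probes are different circRNAs from the HuD-bound ones. On unsubtracted signal the number of HuD-bound probes was 8, and when 1 array was left out it ranged from 0 to 19.

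The grouping by cocaine CPP gave fewer probes under 0.05 unadjusted than any other way of dividing the 6 arrays into 3 and 3. All 10 splits, the real one included, gave at least as many, 101 to 1689 probes, so chance cannot be excluded, and with 10 splits it could not have been. For the shift of the HuD-bound set, 3 of the 10 splits gave one as large in size, so chance cannot be excluded there either. By limma no split gave a probe past adjustment. The real split had 0.780% of probes under 0.05, where independent noise gives about 5%. The dim array of cocaine CPP replicate 3 is argued against as the cause, since the share stayed at 1.28% without it. Array brightness as a linear covariate is argued against too (1.34%). The slide row stays open. With it as a covariate the group effect rests on cocaine CPP replicate 2 alone, so that fit cannot decide. A difference between arrays that cuts across the groups is consistent with the 13.04% of probes that another split reached. The share rose to 4.05% without cocaine CPP replicate 2 and 3.41% without replicate 4, and was 0.355% to 1.14% without a control array. The spread within the cocaine CPP group may therefore account for more of the deficit than that within the control group. Without replicate 2, however, the groups coincide with the slide rows, so that rise can also come from a row difference. What the difference that cuts across the groups is stays open, and a biological difference between the mice is among the untested explanations.

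The split with those 1689 probes put cocaine CPP replicates 3 and 4 and control replicate 6 against cocaine CPP replicate 2 and control replicates 1 and 5. By upper quartile these are the 3 dimmest arrays against the 3 brightest, with all 3 of the dimmest on one side. The cut is close, between 7.96 for cocaine CPP replicate 4 and 8.004 for control replicate 1. Cocaine CPP replicate 4 also had the highest share of probes well above background, 93.2%. It lay nearer to control replicate 5, the brightest array (distance 0.0237), than to dim cocaine CPP replicate 3 (0.0474). Whether array brightness marks the largest divide in these data therefore stays open. The match was found after the fact, and a given split does this by chance in 1 of 10 cases. A bend in the signal scale of dim arrays is argued against, since quantile normalization left 13.9% of probes under 0.05 in that split. Brightness can follow RNA amount or labelling, which were not tested here.

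A set of 26 probes rose and fell together across the arrays. They were chosen after their values were seen, by their correlation with the *Foxp1* probe ASCRP4009892 (r above 0.95) and a range above 2 log2 units, among 10983 probes well above background on all 6 arrays, where the median range was 0.77. No probe with so large a range ran against them at the same correlation. The set mean was -0.01, 1.89 and 4.20 on the cocaine CPP arrays and 0.28, 2.52 and 2.14 on the control arrays, and the median range within the set was 4.42. The *Foxp1* probe spanned 28.9-fold and ran with the *Map1a* probe at r = 0.996. A patch of the slide is argued against, since 97.5% of random probe sets had spots as close together. Choosing probes that follow 1 probe fixed their profile over the arrays, so the set counts as 1 profile and not as 26 tests. In that profile the control arrays alone ran from 0.28 to 2.52, and the groups overlapped in all of the set (0 probes without overlap). For these probes that argues against cocaine CPP treatment as the whole cause. The dim array of cocaine CPP replicate 3 is argued against as the whole cause too, since 26 probes kept a range above 2 without it. The column of the slide stays open (20 probes had all 3 arrays of the inner columns above all 3 of the outer columns). Cross-hybridisation to one abundant RNA, or a difference in labelling, was not tested.

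The 5 HuD-bound members of this set derive from *Foxp1*, *Map1a*, *Pdia5*, *Trim37* and *Lsamp*, and all 5 are among the 69 host genes that the study lists as both HuD-bound and changed in mice lacking or overexpressing HuD. Of the probes of those host genes, 7 of 83 (8.43%) ranged over more than 2 log2 units here, against 6 of 552 other HuD-bound probes (1.09%; Fisher's exact p = 0.000456). That p counts probes that move together as independent, and the pattern was noticed on *Foxp1* and *Map1a*. With the set counted as 1 probe it was 3 of 79 (Fisher's exact p = 0.0908), so whether circRNAs of HuD-regulated host genes vary more between samples stays open. Membership in that list is by host gene, so the probe the study called may differ.

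The cocaine CPP arrays varied more than the control arrays. The median variance across probes was 0.130 against 0.0576, and 71.7% of probes had the larger variance in cocaine CPP. The log2 ratio of the variances, 1.17, was the largest in size of any split of the arrays. It was nearly matched by a split that mixes the groups. Cocaine CPP replicate 2 and control replicates 5 and 6 against the other arrays gave -1.132. Chance cannot be excluded, and with so few splits it could not have been. The dim array is argued against as the whole cause, because the distance between cocaine CPP replicates 2 and 4 was 0.0467, above every distance between control arrays. The slide row stays open. Replicates 3 and 4, which share row 2, were 0.0474 apart, so they did not share an offset that set them together. Replicate 2 was 0.0166 to 0.0236 from the control arrays of its row, and noisier arrays in row 2 cannot be told apart from the group, since row 2 held cocaine CPP arrays only. A variable response to cocaine CPP, and differences in dissection or RNA, stay open and were not tested.

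A list of striatal host genes had probes for 6 of its 14 genes, *Foxp1* among them, which the study also names. Of those 10 probes 9 were lower in cocaine CPP, with a median log2 FC of -0.45, and the median stayed between -0.45 and -0.38 under the other scalings and signals; 2 of the 10 splits gave a median as large in size. By limma no probe of the striatal list passed adjustment and 1, that of *Arpp21* named in the report, was under 0.05 unadjusted. A list of 11 cortical host genes had probes for 7 of them. The 8 probes reported here cover fewer genes than that. These 8 probes had a median log2 FC of -0.0884, from -0.41 to 0.10, with 5 lower. Their median was 0.01 under normexp, and none passed limma's adjustment or was under 0.05 unadjusted. All probes of both lists are HuD-bound, and no biological explanation was tested.

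The 50 linear mRNA probes on the arrays were bright although the RNA had been treated with RNase R. Their median signal was 40.7, against 1.49 for the negative control probes, and 48 of them exceeded the negative control median on every array. If linear RNA had been left, brain mRNAs would be expected to exceed tissue-restricted ones. The ratio of their medians was 1.88, but the sets overlapped fully (exact rank-sum permutation, one-sided p = 0.619), with brain mRNA probes from 10.8 to 4297 and tissue-restricted ones from 3.04 to 6300. The signal of different probes also depends on how well each one binds, which was not measured. Leftover linear RNA and cross-hybridisation cannot be told apart here for that reason, and because the spread within each list is wider than the difference between them.

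The deposited fold changes were smaller than those from background-subtracted signal. Unsubtracted median signal with quantile normalization gave a median log2 size of 0.37, against 0.43 in the authors' deposited tables and 0.63 with subtraction, and correlated with the deposited values across the 29 circRNAs at r = 0.977. This is consistent with deposited values made without background subtraction, which shrinks the fold changes of dim probes; the exact normalization stays unknown.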
